A study of Mus musculus with 2 samples.

How the data were processed

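RNA was measured in single epithelial cells sorted from the lungs of mouse embryos at embryonic day 15. Per the labels, cells were captured with the 10x Chromium 3′ platform, chemistry version 2, which gives each cell a barcode and each captured RNA molecule a unique molecular identifier (UMI), and the libraries were read on an Illumina NextSeq500. There was 1 control library and 1 library of cells with knocked-out LEF/TCF factors. For the control library, the deposited matrix holds raw UMI counts per gene and barcode, with no normalization. For the knockout library, the list of barcodes and the list of genes were used, and its expression was not analysed here. The software version recorded for the matrix is 3.0.1, per the file headers. The aligner, the genome build, the gene annotation and the rule by which barcodes were called as cells are not stated in the labels or headers.

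The control matrix lists 31053 genes with Ensembl identifiers. Of these identifiers, 31011 occur in GENCODE M21 (mouse build GRCm38), and 30541 carry the same symbol there. Among neighbouring listed genes on one chromosome, 30958 of 30970 pairs follow the order of GENCODE M21 start positions. Gene positions are therefore given from GENCODE M21 by identifier, with the caveat that the build used for counting is not stated.

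Barcodes were kept with at least 1000 genes and at most 10% of UMIs from mitochondrial genes. Of the 3568 barcodes, 111 were removed, 89 of them with too few genes and 90 with too high a mitochondrial share, some for both reasons. Doublets, which are droplets that caught 2 cells, were searched for with Scrublet (in scanpy 1.11.5, expected rate 0.03, automatic threshold, seed 0). It called 0 of 3457 cells, with a highest score of 0.247 under a threshold of 0.363, so no cell was removed on that ground. UMIs were scaled to 10000 per cell and log-transformed. The 2000 most variable genes seen in at least 10 cells, outside the Wnt and cell-cycle gene lists, gave 20 principal components and a shared-neighbour graph over 20 neighbours. The graph was clustered with the Leiden method (leidenalg 0.10.2, resolution 0.5, seed 0). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

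These settings, the gene lists, the cell type markers and the rule for naming genes were fixed before the data were examined. The measure of variability was not. A dispersion scaled within bins of the mean was tried first and was replaced by the normalized dispersion of scanpy after its clusters, and the levels of the 4 LEF/TCF genes in them, had been seen. In an earlier round the sex-linked genes were also left out of the variable genes. They were put back because the settings fixed in advance do not leave them out. Both earlier versions are reported as alternatives.

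Clusters were named from the markers by a rule set after the clusters had been seen. A cluster took the name of a class when at least 3 of its markers, each with at least 10 UMIs, lay at 2 or more times the CPM of all other cells, and no other class had more markers among the cluster's 10 leading genes by fold. The fold was computed after adding 10 CPM, over genes seen in at least 10% of the cluster's cells. A cluster without such a name was called distal progenitor-like when at least 3 distal markers lay at 1.5 or more times the CPM of airway-like cells and its leading genes held no surplus of another class's markers. Without the minimum of 10% of cells, 7 of the 8 clusters kept their names. The other one, of 579 distal progenitor-like cells, lost its name because transcripts of blood cells, carried mostly by 1 cell with 867 Pf4 UMIs, entered its leading genes. One small cluster is not reported here. Clusters counted as epithelial when at least 3 of 5 pan-epithelial markers reached 25% of the library's CPM.

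UMIs were summed over the cells of a class and given as CPM, the usual scaling of a gene's UMIs by the UMI total of the class, with exact Poisson intervals. Shares of cells carry exact binomial (Clopper-Pearson) intervals, and ratios of CPM carry exact conditional intervals. All intervals are at the 95% level and cover counting error only. For a count of 0, the stated limit is 3 counts over the same depth or number of cells. With 1 library per group there is no replicate spread, no test was made, and cells were not treated as replicates. For shares of cells with a UMI, every cell was thinned at random to 5000 UMIs, and shallower cells were left out. The depth bounds what could be seen. At 5000 UMIs per cell, a count of 0 among the 3327 epithelial cells allows a share of up to 0.0902%.

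Distal progenitor-like cells were compared with airway-like cells for the 4 LEF/TCF genes and for 5 lists fixed in advance, namely Wnt targets, Wnt ligands, Wnt receptors, cofactors of LEF/TCF and the destruction complex. Genes with at least 50 UMIs over both classes entered. Each list's median log2 ratio was placed among the medians of 10000 random lists of the same size, matched on UMI total in 20 bins, as a description of this library. Besides the 4 genes, up to 3 genes with the highest and 3 with the lowest ratio per list are named, if the interval excludes 1. The interval code was tested on simulated counts for 10798 genes, of which 200 were changed 2-fold. The intervals held the true ratio for 95.7% of genes, and 98% of the changed genes were recovered with 4.30% of unchanged genes called. The simulated class sums were drawn as Poisson counts, the model that the intervals assume, with no spread between cells and no doublets. The simulation therefore checks the code and gives no error rate for these data.

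The alternatives covered the cell filter, doublet removal, clustering resolution, number of variable genes, number of components, genes left out of clustering, seed, averaging, thinning, the CPM denominator, the minimum UMIs and the cell cycle. A value without a test was counted as moved when it left the interval of the main value. For list medians, which have no counting interval, a shift of more than 0.25 on the log2 scale was used, a limit chosen after the data had been seen. The mean of each cell's CPM was judged by its value alone, since it has no counting interval.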

Results

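The series concerns the parts played by LEF1, TCF7, TCF7L1 and TCF7L2, the 4 transcription factors through which Wnt signals reach target genes, in the progenitor cells of the developing lung epithelium. Single-cell RNA profiles were made from sorted lung epithelial cells of mouse embryos at embryonic day 15, with 1 control library and 1 LEF/TCF knockout library. The control library listed 3568 cell barcodes and the knockout library 5342. UMI counts were analysed for the control library, and control against knockout expression was not analysed here. The values below therefore describe the cells in which the 4 factors were left intact. The control library held 53789893 UMIs, from 504 to 112424 per barcode. After filtering, 3457 cells remained with 53639813 UMIs, a median of 12826 UMIs and a median of 3049 genes per cell. There was 1 library per group, so no value below has a replicate spread, and each interval is a 95% interval for counting error only.

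Doublets were examined with sex-linked genes, because Scrublet called 0 of the 3457 cells. Xist, the transcript of the inactive X chromosome, had 4 or more UMIs in 1184 cells and no UMI in 2141 cells, so the library held cells of both sexes. Of the 1184 Xist-high cells, 249 also had a UMI of Ddx3y, Eif2s3y, Uty or Kdm5d, which lie on the Y chromosome. These 249 cells were 7.20% of kept cells (interval 6.36% to 8.12%) and had a median of 30401 UMIs, against 12506 for Xist-high cells without a Y-linked UMI. Among Xist-high cells of at most 14000 UMIs, 1.05% had a Y-linked UMI (interval 0.387% to 2.28%). Among those of at least 30000 UMIs, the share was 76.4% (interval 69.1% to 82.6%). For the levels and the ratios of the 4 genes, values in cells of at most 14000 UMIs are also given below, a limit chosen after these values were seen.

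**Figure D1:**
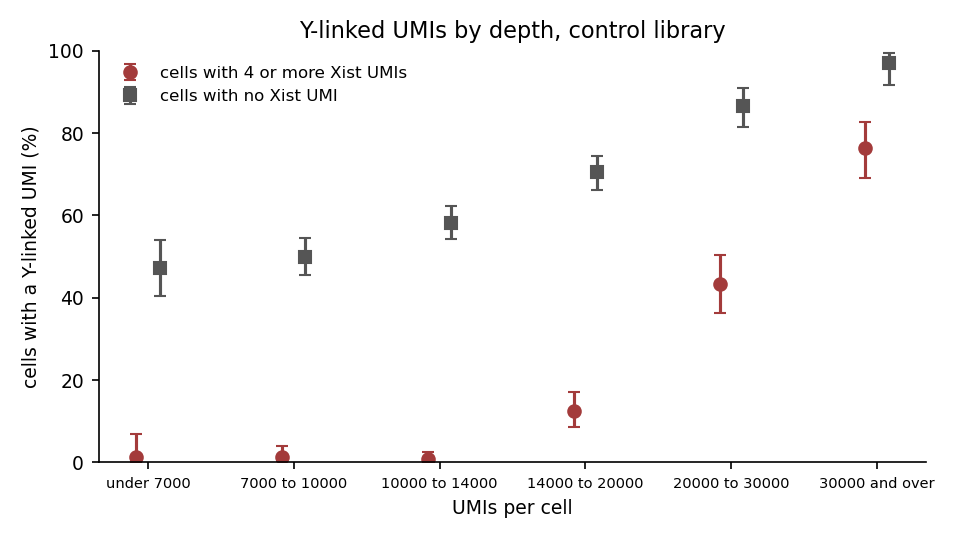
Share of cells with at least 1 Y-linked UMI (vertical axis, percent) by UMIs per cell (horizontal axis, 6 depth classes) in the control library, for cells with 4 or more Xist UMIs (circles) and with no Xist UMI (squares). Bars are exact binomial 95% intervals, and the circles rise from 0.730% at 10000 to 14000 UMIs to 76.4% at 30000 UMIs and over.

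Clustering gave 8 clusters. Cells were assigned to classes in order to ask where in the epithelium the 4 genes are transcribed. One cluster of 789 cells was airway-like from Sox2, Sox21, Scgb3a2, Cyp2f2 and Krt15, and made up 22.8% of kept cells (interval 21.4% to 24.3%). A pair of clusters, together 1271 cells, was distal progenitor-like from Sox9, Id2, Etv5, Etv4, Sftpc and Mia, and made up 36.8% (interval 35.2% to 38.4%). Cell-cycle genes (Ube2c, Birc5, Mki67, Cenpf) were among the leading genes of one of the pair. A cluster of 667 cells was alveolar type 2-like from Sftpb, Sftpa1 and Lamp3 (19.3%, interval 18.0% to 20.6%). Its Sox9 level was 169 CPM and its Sftpc level 1955 CPM, against 171 CPM and 1492 CPM in the distal progenitor-like cells. A cluster of 612 cells (17.7%, interval 16.4% to 19.0%) stayed unnamed. Its Sox9, Sftpc, Etv5 and Mia levels were 122, 1561, 192 and 222 CPM. The airway-like cells had 66.5, 438, 72.5 and 94.2 CPM of these genes, in the same order. Id2 was at 624 CPM against 419 CPM in the airway-like cells. Etv4 was at 3.73 CPM, against 12.7 CPM in the distal progenitor-like and 4.18 CPM in the airway-like cells. At least 3 distal markers thus met the 1.5-fold limit, so by the naming rule its leading genes left the cluster unnamed. Ager, a marker of alveolar type 1 cells, and Krt15 were among its leading genes after Smoc2. Of these 612 cells, 14.9% were Xist-high with a Y-linked UMI, against 2.05% of the distal progenitor-like and 12.2% of the airway-like cells. Smaller clusters held 42 mesenchymal-like cells and 28 cells of low mitochondrial share. The division of the distal cells was not stable. With another random seed (1 in place of 0) the alveolar type 2-like class was not separated and only 76 cells stayed unnamed. In that run 73.5% of cells were distal progenitor-like, and the share lay between 20.02% and 77.8% over 17 alternatives. The airway-like share lay between 15.9% and 24.9% over 17 alternatives. These shares are therefore shares under one clustering, and were not compared with the knockout library.

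The first comparison asked at what level each of the 4 genes was transcribed in the control epithelium. Over the 3415 epithelial cells, Lef1 (ENSMUSG00000027985) had 145 UMIs, which is 2.72 CPM (interval 2.30 to 3.20). Tcf7 (ENSMUSG00000000782) had 366 UMIs, which is 6.87 CPM (interval 6.18 to 7.61). Tcf7l1 (ENSMUSG00000055799) had 890 UMIs, which is 16.7 CPM (interval 15.6 to 17.8). Tcf7l2 (ENSMUSG00000024985) had 935 UMIs, which is 17.5 CPM (interval 16.4 to 18.7). The intervals of Lef1 and Tcf7 were apart from each other and from those of Tcf7l1 and Tcf7l2, and the intervals of Tcf7l1 and Tcf7l2 overlapped. These are levels of captured UMIs. How well the RNA of each gene is captured was not measured, so the order of the genes need not be that of their RNA. In cells of at most 14000 UMIs, Lef1 was at 3.02 CPM, Tcf7 at 5.73 CPM, Tcf7l1 at 14.3 CPM and Tcf7l2 at 16.8 CPM.

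All 4 are protein-coding genes. In GENCODE M21 (GRCm38), matched by identifier, Lef1 spans chromosome 3 from 131110471 to 131224356 on the plus strand, and Tcf7 spans chromosome 11 from 52252371 to 52283014 on the minus strand. Tcf7l1 spans chromosome 6 from 72626378 to 72789254 on the minus strand, and Tcf7l2 spans chromosome 19 from 55741820 to 55933654 on the plus strand. The UMIs come from the 3′ ends of transcripts, and the matrix does not divide them by exon, intron or transcript form.

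At 5000 UMIs per cell, which left out 88 of the epithelial cells, a Lef1 UMI was found in 1.44% of 3327 cells (interval 1.07% to 1.91%) and a Tcf7 UMI in 3.04% (interval 2.48% to 3.68%). A Tcf7l1 UMI was found in 7.66% (interval 6.78% to 8.62%) and a Tcf7l2 UMI in 8.60% (interval 7.67% to 9.60%). Without thinning, the shares were 3.98% for Lef1, 9.55% for Tcf7, 21.3% for Tcf7l1 and 21.9% for Tcf7l2. No class of cells in the library is known to lack the 4 genes, so a background share could not be read from them. In the 38 mesenchymal-like cells of at least 5000 UMIs (4 were shallower), a Lef1 UMI was found in 21.1% (interval 9.55% to 37.3%; 33.3% unthinned) and a Tcf7 UMI in 10.5% (interval 2.94% to 24.8%; 26.2% unthinned). The median depth was 7674.5 UMIs in mesenchymal-like and 12908 UMIs in epithelial cells. As a measure of free RNA, Col1a1, which was at 281 CPM in mesenchymal-like cells, was found at 5000 UMIs in 0.150% of epithelial cells (interval 0.0488% to 0.350%). Its level over all kept cells was only 2.31 CPM, so it could add little free RNA. Sftpc, at 1369 CPM in epithelial cells, was found at 5000 UMIs in 10.5% of the 38 mesenchymal-like cells (interval 2.94% to 24.8%).

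The second comparison asked whether the 4 genes were detected in the same cells. At 5000 UMIs per cell, 19.3% of epithelial cells had a UMI of at least 1 of the 4 genes (interval 18.0% to 20.7%), and 1.38% had UMIs of at least 2 (interval 1.01% to 1.84%). Multiplying out the single shares gave 1.36% for at least 2, which lay inside the interval. UMIs of 3 genes were found in 1 cell. UMIs of all 4 were found in 0 of 3327 cells, which allows a share of up to 0.0902%. The shares depended on depth. Thinning to 3000 UMIs gave 12.1% for at least 1 and 0.588% for at least 2, and no thinning gave 44.1% and 11.04%. Within distal progenitor-like cells, 1.85% had UMIs of at least 2 genes (interval 1.18% to 2.77%) against 1.48% from the product of the shares. Within airway-like cells, 1.07% did (interval 0.464% to 2.10%) against 1.253%. Joint or exclusive transcription was not detectable at this depth.

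The third comparison set distal progenitor-like against airway-like cells, with clusters built without the genes compared. The classes had 14966906 and 11948093 UMIs and median depths of 10732 and 10724 UMIs per cell. Above 14000 UMIs lay 281 of 1271 distal progenitor-like and 312 of 789 airway-like cells. Tcf7 was at 7.68 CPM in distal progenitor-like cells (interval 6.34 to 9.22) and at 2.51 CPM in airway-like cells (interval 1.69 to 3.58), a ratio of 3.06 (interval 2.03 to 4.74). Lef1 was at 2.74 CPM (interval 1.97 to 3.72) and 1.42 CPM (interval 0.829 to 2.28), a ratio of 1.93 (interval 1.07 to 3.61). Tcf7l1 went the other way, with 15.5 CPM (interval 13.6 to 17.6) against 23.8 CPM (interval 21.1 to 26.7), a ratio of 0.652 (interval 0.546 to 0.778). Tcf7l2 was at 17.8 CPM (interval 15.8 to 20.1) against 21.1 CPM (interval 18.6 to 23.9), and its ratio of 0.846 had an interval that held 1 (0.709 to 1.01). Lef1 and Tcf7 together were 23.8% of the UMIs of the 4 genes in distal progenitor-like cells (interval 20.6% to 27.3%) and 8.06% in airway-like cells (interval 5.98% to 10.6%). The odds of a Lef1 or Tcf7 UMI against a Tcf7l1 or Tcf7l2 UMI were 3.57 times higher in distal progenitor-like cells (interval 2.56 to 5.05).

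**Figure D2:**
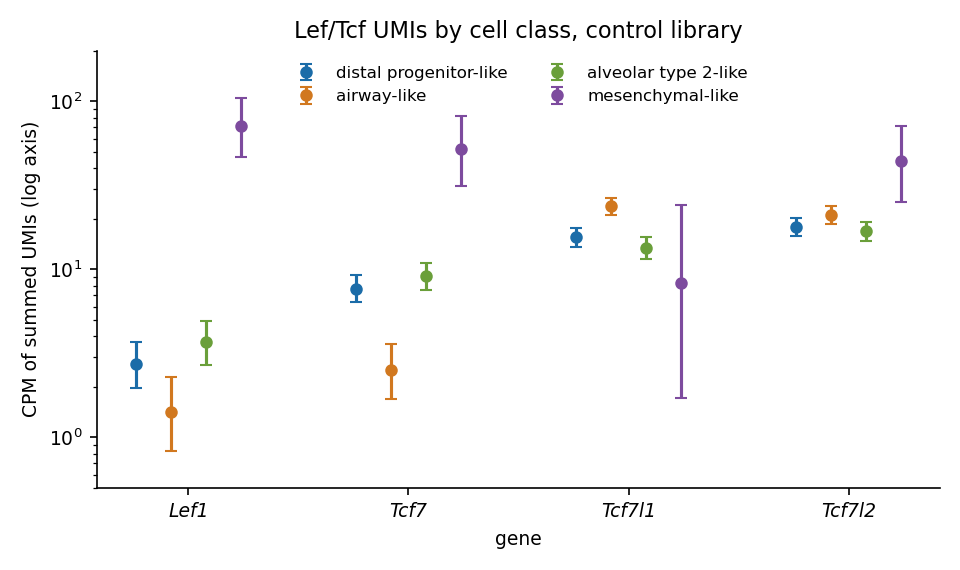
CPM of the summed UMIs (vertical log axis) of Lef1, Tcf7, Tcf7l1 and Tcf7l2 (horizontal axis) in 4 cell classes of the control library. Points are values of the class sums and bars are exact Poisson 95% intervals for counting error. Tcf7 lies at 7.68 CPM in distal progenitor-like and 2.51 CPM in airway-like cells, while Tcf7l1 lies at 15.5 CPM and 23.8 CPM.

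Shares of cells with a UMI went the same way. At 5000 UMIs, which left out 30 distal progenitor-like and 43 airway-like cells, Tcf7 was found in 3.87% of 1241 distal progenitor-like cells (interval 2.87% to 5.10%) and in 0.536% of 746 airway-like cells (interval 0.146% to 1.37%). Lef1 was found in 1.53% of the distal progenitor-like cells (interval 0.924% to 2.38%) and in 0 of the 746 airway-like cells. The limit for that 0 is 0.402%, but it holds for this draw of the thinning only. Before thinning, 16 airway-like cells had a Lef1 UMI, so the 0 does not bound their share. Tcf7l1 was found in 7.41% (interval 6.02% to 9.01%) and 10.6% (interval 8.47% to 13.0%), and Tcf7l2 in 8.62% (interval 7.12% to 10.3%) and 10.9% (interval 8.72% to 13.3%). Without thinning, the distal progenitor-like and airway-like shares were 8.42% and 3.68% for Tcf7, 3.15% and 2.03% for Lef1, 16.3% and 26.9% for Tcf7l1, and 17.9% and 25.5% for Tcf7l2.

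The sizes of the Lef1 and Tcf7 ratios depended on which cells entered. In cells of at most 14000 UMIs, Lef1 had a ratio of 5.96 (interval 1.51 to 51.5), Tcf7 a ratio of 6.88 (interval 2.57 to 26.0) and Tcf7l1 a ratio of 0.834 with an interval that held 1 (0.623 to 1.12). Tcf7l2 had a ratio of 0.762 there, with an interval that excluded 1 (0.585 to 0.997). The alternative that moved Tcf7 most was keeping the cell-cycle list in clustering, with a ratio of 9.10. The directions did not change: over the alternatives with a value, Lef1 was above 1 in 20 of 20, Tcf7 in 21 of 21, and Tcf7l1 and Tcf7l2 were below 1 in 21 of 21 each. The random lists given below also had median ratios mostly below 1, so a ratio somewhat below 1 does not by itself single out a gene. Among the alternatives that have a counting interval, it excluded 1 in 16 of 19 for Lef1, 20 of 20 for Tcf7, 18 of 20 for Tcf7l1 and 16 of 20 for Tcf7l2. The alveolar type 2-like cells had 3.68 CPM of Lef1, 9.09 CPM of Tcf7, 13.5 CPM of Tcf7l1 and 16.8 CPM of Tcf7l2, each with an interval overlapping that of the distal progenitor-like cells.

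Wnt pathway genes were compared between the same classes to ask whether the response to Wnt differed with the makeup of the 4 factors. Of 11 Wnt target genes with at least 50 UMIs, 7 had an interval above 1, 2 an interval below 1 and 2 an interval that held 1. The median log2 ratio of the list was 0.50, above the medians of all 10000 matched random lists, whose central 95% lay between -0.55 and 0.05. The size of the median depended on the processing. It lay between 0.23 and 1.02 over 23 alternatives, below the main value in 12 and above it in 10, and was above 0 in all 23. The lowest came from a minimum of 10 UMIs per gene and the highest from cells of at most 14000 UMIs. Sp5 (chromosome 2, 70474923 to 70477729) was at 19.6 CPM in distal progenitor-like and 4.77 CPM in airway-like cells, a ratio of 4.12 (interval 3.09 to 5.57). Axin2 (chromosome 11, 108920349 to 108950783) was at 9.89 and 3.68 CPM, a ratio of 2.69 (interval 1.91 to 3.85). Ascl2 had a ratio of 2.43 (interval 1.47 to 4.19). The targets that were lower in distal progenitor-like cells were Tnfrsf19 (chromosome 14, 60963875 to 61046490), at 25.9 against 105 CPM with a ratio of 0.246 (interval 0.219 to 0.275), and Lgr5, with a ratio of 0.323 (interval 0.218 to 0.470). The directions of these 5 ratios did not change over 21 alternatives, but the sizes of some did. The ratio of Sp5 ran from 3.69 to 25.3 and stayed within its main interval in 15 of the 21, and that of Axin2 ran from 2.44 to 6.69 and stayed in 13.

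Of 5 Wnt ligands with enough UMIs, Wnt7b (chromosome 15, 85535437 to 85582473) was higher in distal progenitor-like cells, at 149 against 47.5 CPM (ratio 3.14, interval 2.86 to 3.45). Wnt4 and Wnt5a were lower, with ratios of 0.137 (interval 0.0840 to 0.214) and 0.0963 (interval 0.0371 to 0.211). The other 2 had intervals that held 1. Over 21 alternatives, the ratio of Wnt7b ran from 2.57 to 5.32 and stayed within its main interval in 3. Of 13 receptors, 3 were higher, 6 were lower and 4 had intervals that held 1. The highest ratios were those of Ror2 at 2.78 (interval 1.82 to 4.36), Ror1 at 2.58 (interval 1.79 to 3.79) and Lrp5 at 1.37 (interval 1.04 to 1.82), and those of Ror2 and Ror1 reached 6.61 and 6.41 among the alternatives. The interval of Lrp5 excluded 1 in only 2 of 20 alternatives. The lowest were those of Fzd5 at 0.552 (interval 0.385 to 0.785), Fzd1 at 0.569 (interval 0.427 to 0.756) and Fzd4 at 0.615 (interval 0.390 to 0.965). The interval of Fzd5 excluded 1 in 18 of 20 alternatives and that of Fzd4 in 15 of 20.

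Of 12 cofactor genes, 2 were higher, 5 were lower and 5 had intervals that held 1. Pygo1 at 0.399 (interval 0.295 to 0.536), Tle1 at 0.453 (interval 0.361 to 0.565) and Ctbp2 at 0.666 (interval 0.591 to 0.751) had the lowest ratios, and that of Ctbp2 ran from 0.577 to 0.832 over 21 alternatives. Among the genes whose interval excluded 1, Ctbp1 at 1.11 (interval 1.05 to 1.18) and Aes at 1.05 (interval 1.01 to 1.09) had the highest. Over the 20 alternatives with an interval, it excluded 1 in 13 for Ctbp1 and in 10 for Aes, and the ratio of Aes fell below 1 in 4 of 21 alternatives. Of 6 destruction complex genes, 3 were lower and 3 had intervals that held 1. Btrc had a ratio of 0.569 (interval 0.443 to 0.728), Gsk3b 0.814 (interval 0.753 to 0.880) and Csnk1a1 0.884 (interval 0.842 to 0.928). The median log2 ratios of the ligand, receptor, cofactor and destruction complex lists were -0.07, -0.20, -0.11 and -0.13, all inside the central 95% of their random lists, with percentiles of 76.2, 64.9, 75.6 and 57.0. That central 95% ran from -0.56 to 0.02 for receptors, -0.47 to 0.06 for cofactors and -0.55 to 0.19 for the destruction complex. These ranges lay mostly below 0, so a ratio somewhat below 1 was common in this comparison. Genes counted as lower are lower against a ratio of 1, not against other genes. The ligand median rests on 5 genes and ran from -1.36 to 1.78 over its 23 alternatives.

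**Figure D3:**
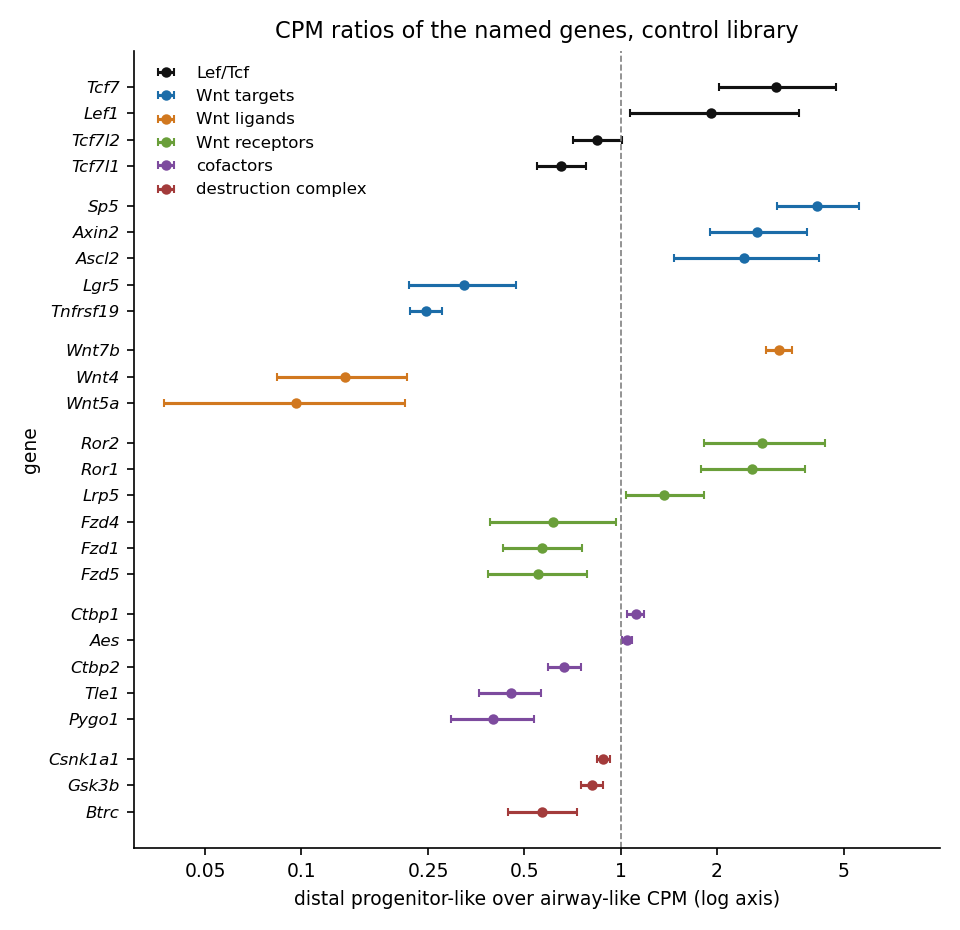
Ratio of CPM in distal progenitor-like over airway-like cells (horizontal log axis) for the 4 LEF/TCF genes and the named genes of 5 lists (vertical axis) in the control library. Points are ratios of class sums, bars are exact conditional 95% intervals for counting error and the dashed line marks a ratio of 1. The ratios run from 0.0963 for Wnt5a to 4.12 for Sp5.

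The classes also differed in cell-cycle transcripts. The 42 S-phase genes together were at 2430 CPM in distal progenitor-like and 2271 CPM in airway-like cells, a ratio of 1.07 (interval 1.05 to 1.09). The 52 G2/M genes were at 6108 and 5035 CPM, a ratio of 1.21 (interval 1.20 to 1.23). In cells of at most 14000 UMIs the ratios were 1.23 and 1.29. Restricting both classes to cells with no UMI of Mki67 or Top2a did not take the difference away, with ratios of 1.34 (interval 1.30 to 1.38) and 1.55 (interval 1.51 to 1.59). The cells kept had medians of 9286.5 UMIs in the distal progenitor-like and 8779 UMIs in the airway-like class. This restriction gave a Tcf7 ratio of 5.43 (interval 2.22 to 16.0) and a Lef1 ratio of 2.82, with an interval that held 1 (0.945 to 10.1). It gave Tcf7l1 a ratio of 0.747, with an interval that held 1 (0.520 to 1.07), and Tcf7l2 a ratio of 0.635 (interval 0.447 to 0.896).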

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

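In this part, the test of doublets for the cells with both Xist and Y-linked UMIs was chosen before its result was seen. The tests of free RNA and of X-linked homologs for those cells, and every test on the mesenchymal-like cells and the cluster of low mitochondrial share, were chosen only after the result was seen. The design gives 1 analysed group, so no biological explanation was tested for any of these patterns.

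Sex-linked genes lie outside the comparisons of the report, and they gave a signal above what a count of 0 allows: 249 cells had both 4 or more Xist UMIs and a Y-linked UMI. With free RNA as the source, the Y-linked CPM of Xist-high cells would not rise with depth. It was 54.6 CPM at 30000 UMIs and over (interval 49.3 to 60.3), against 1.43 CPM at 14000 UMIs and below (interval 0.618 to 2.82), which argues against free RNA. The low value of 1.43 CPM argues in the same way against reads of X-linked homologs being counted as Y-linked, since those reads would be there in shallow cells too. Doublets of a cell of each sex are a candidate explanation, since they would hold the RNA of 2 cells, and 76.4% of the Xist-high cells of at least 30000 UMIs had a Y-linked UMI. The Scrublet scores of these cells were higher, with a median of 0.0829 against 0.0310 for the others, but none reached the threshold, so the part of this test that looked for Scrublet calls gave no answer. Correcting for the Y-linked UMIs that are missed at each depth, and assuming that sexes pair at random with 29.8% Xist-high, the share among cells of at most 14000 UMIs with either no Xist UMI or 4 or more, the 249 cells would correspond to about 285 mixed-sex doublets and 680 doublets of any kind, or 19.7% of kept cells. That estimate rests on these assumptions and was not tested further. It lies far above the expected rate of 0.03 that was set for Scrublet, and the gap was not explained. These cells were spread unevenly over the classes: 12.2% of airway-like cells (interval 9.97% to 14.7%), 2.05% of distal progenitor-like cells (interval 1.34% to 2.98%), 4.95% of alveolar type 2-like cells and 14.9% of the unnamed cluster of 612 cells were of this kind.

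The cells were sorted as epithelial, and 42 mesenchymal-like cells (1.21%, interval 0.877% to 1.64%) were found among them by Col1a1, Col1a2, Col3a1, Dcn and Pdgfrb. Doublets of a mesenchymal and an epithelial cell would carry a large part of the epithelial transcripts. Epcam was at 8.27 CPM in these cells (interval 1.70 to 24.2) against 769 CPM in epithelial cells, which argues against such doublets as the main source. Free RNA would spread collagen transcripts over all cells. Col1a1 in epithelial cells was 0.147% of its level in the mesenchymal-like cells, which argues against that. Single mesenchymal cells that passed the sort stay open. These cells had 71.7 CPM of Lef1 (interval 46.8 to 105) and 52.4 CPM of Tcf7 (interval 31.5 to 81.8), so that 15.2% of all Lef1 UMIs of the kept cells came from 1.21% of the cells.

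A cluster of 28 cells stood apart by a median of 0.0573% mitochondrial UMIs, against 2.74% in the other cells. Of the 28, 26 had under 0.5% mitochondrial UMIs, and 6 of all other kept cells did. Cldn5, a marker of endothelial cells, had 7 UMIs in the cluster, all in 1 of the 28 cells. Endothelial cells would bring their other markers too, and Pecam1, Cdh5, Kdr, Emcn and Tie1 together had 0 UMIs, which allows up to 12.8 CPM and argues against endothelial cells. Nuclei without cytoplasm would be rich in the nuclear transcript Malat1. It was at 2389 CPM (interval 2195 to 2594) against 5051 CPM in the other cells, which argues against nuclei. Epcam was at 340.0 CPM. Other sources of droplets poor in mitochondrial RNA, such as fragments of cells, were not tested.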

How the results depend on the processing

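The alternatives that left out mixed-sex cells, kept cells of at most 14000 UMIs, left the sex-linked list out of clustering, used another measure of variable genes or dropped the minimum share of cells for leading genes were chosen after the data had been seen. Leaving out Scrublet changed nothing, because it called 0 cells, and is not counted. Of 269 other values of 14 main results, 50 were identical to the main value, nearly all because the same epithelial cells entered, and say nothing on stability. Of the 219 others, 166 stayed within the limit, 53 moved and 0 reversed. Causes of the shifts were not tested unless named.

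The share of distal progenitor-like cells was 36.8% and moved under nearly every clustering. It was 60.6% with all barcodes, 77.8% with at least 2000 genes and at most 5% mitochondrial UMIs, 73.1% at resolution 0.3, 47.2% at resolution 1.0, 74.4% with 1000 and 75.1% with 4000 variable genes, 54.8% with 10 and 74.1% with 40 components. It was 49.3% with the cell-cycle list kept in, 49.6% with all lists kept in, 73.5% with seed 1, 73.6% with the sex-linked list left out and 74.9% with the other measure of variable genes. It was 38.8% without mixed-sex cells, 49.9% in cells of at most 14000 UMIs and 20.02% without the minimum share of cells. In the runs at 73% and above, 0 cells were alveolar type 2-like, so the shift came from how the distal cells were divided and named. At most 76 cells stayed unnamed in those runs, so the unnamed cluster of 612 cells was not kept apart either. The ratios of those runs therefore compare a wider distal class with the airway-like cells. The airway-like share of 22.8% became 21.3% with the stricter filter, 24.9% at resolution 0.3, 17.3% at resolution 1.0, 21.1% with 10 components, 15.9% with the cell-cycle list and 16.8% with all lists kept in.

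Levels moved only when deep or mixed-sex cells were left out. Tcf7 was at 5.73 CPM and Tcf7l1 at 14.3 CPM in cells of at most 14000 UMIs, and Tcf7l1 was at 15.5 CPM without mixed-sex cells. Shares of cells with a UMI follow thinning by construction: at least 1 gene in 12.1% at 3000 UMIs and 44.1% unthinned, at least 2 in 0.588% and 11.04%.

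The Lef1 ratio of 1.93 became 3.84 with the cell-cycle list kept in, 4.14 with all lists kept in, 3.63 without mixed-sex cells and 5.96 in cells of at most 14000 UMIs. Sums of thinned cells gave no Lef1 ratio, since airway-like cells then had 0 Lef1 UMIs. The Tcf7 ratio of 3.06 became 7.49 at resolution 1.0, 9.10 with the cell-cycle list, 7.01 with all lists, 7.36 in thinned sums, 5.43 in cells without Mki67 or Top2a UMIs and 6.88 in cells of at most 14000 UMIs. Tcf7l1 became 0.834 in cells of at most 14000 UMIs and Tcf7l2 0.635 in cells without Mki67 or Top2a UMIs. The odds ratio of Lef1 and Tcf7 against Tcf7l1 and Tcf7l2, 3.57, became 7.55 at resolution 1.0, 9.18 with the cell-cycle list, 8.30 with all lists, 13.4 in thinned sums, 6.18 in cells without Mki67 or Top2a UMIs and 8.28 in cells of at most 14000 UMIs. Its interval stayed above 1 in 19 of 19 alternatives, with a lowest value of 3.24.

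The median log2 ratio of Wnt targets, 0.50, became 0.80 at resolution 1.0, 0.78 with all lists, 0.76 with the mean of each cell's CPM, 0.23 with at least 10 UMIs per gene, 1.02 in cells of at most 14000 UMIs and 0.24 with the sex-linked list left out. Values just within the limit of 0.25 were 0.25 with 1000 variable genes, 0.26 at resolution 0.3 and with all barcodes, 0.27 with seed 1 and with the stricter filter, and 0.28 with 40 components. Among 630 values of 30 other results, 36 were identical, 496 stayed, 94 moved and 4 reversed. All 4 were Aes, at 0.992 with the stricter filter, 0.999955 at resolution 0.3, 0.995 with seed 1 and 0.999 with the sex-linked list left out, each with an interval that held 1.

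Depth limits what the low genes can show. Lef1 had 17 UMIs in airway-like cells, and its interval held 1 in 3 of the 19 alternatives with an interval, namely 1.85 after removing the 5% of cells with the highest doublet score, 2.82 in cells without Mki67 or Top2a UMIs and 1.79 without the minimum share of cells.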

Other observations

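In this part, the test of doublets for the growth of the contrast in shallow cells was chosen only after the result was seen, and so was the limit of 14000 UMIs. The tests of depth, cell cycle, free RNA, shared barcodes and Axin2 were chosen before.

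The 4 LEF/TCF genes did not lie alike in the 2 main classes: Lef1 and Tcf7 were higher in distal progenitor-like cells and Tcf7l1 was higher in airway-like cells. For depth per cell, the test chosen was to thin every cell to 5000 UMIs, where the odds ratio of Lef1 and Tcf7 against Tcf7l1 and Tcf7l2 was 13.4 (interval 4.997 to 50.6). That test cannot tell, since random thinning on average keeps the proportions of the genes in a cell and gives deep cells less weight. The thinned value also rests on a single random draw, which left 0 airway-like cells with a Lef1 UMI and 4 with a Tcf7 UMI. The mean of each cell's CPM, which also gives deep cells less weight, gave ratios of 2.97 for Lef1 and 3.96 for Tcf7. The median depths of the classes were 10732 and 10724 UMIs. However, 281 of 1271 distal progenitor-like and 312 of 789 airway-like cells lay above 14000 UMIs, so the medians do not show equal depth. For cell-cycle state, the test chosen was to keep cells with no UMI of Mki67 or Top2a, where the odds ratio was 6.18 (interval 3.14 to 13.3). That test cannot tell either, since the classes differed more there, with ratios of 1.34 for the S-phase and 1.55 for the G2/M genes, and the cells kept were shallower. A part of depth or of cell-cycle state in the contrast therefore stays open. Free RNA as the source of the lower level would put Lef1 and Tcf7 in airway-like cells at or below 0.189 CPM, the level given by the share of Sftpc found in mesenchymal-like cells (1.82% of its library level). The measured 3.93 CPM was 20.8 times that (interval 15.3 to 27.7). That interval takes the level of 0.189 CPM as fixed, though it rests on 9 Sftpc UMIs in mesenchymal-like cells (24.8 CPM, interval 11.3 to 47.1). Col1a1 would give a larger share, with 0.413 CPM in epithelial and 2.31 CPM over all kept cells. The value of 20.8 therefore holds for the Sftpc share only. A different makeup of the 4 factors along the airway stays as a hypothesis, since it was found and tested on the same cells of 1 library, and no biological explanation was tested.

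Taken as the odds ratio, the contrast grew when deep cells were left out, to 8.28 in cells of at most 14000 UMIs (interval 3.67 to 23.1). The Tcf7l1 part of it shrank there, from a ratio of 0.652 to 0.834, with an interval that held 1 (0.623 to 1.12). Without the mixed-sex cells alone the odds ratio was 4.36 (interval 2.90 to 6.79). Without the 5% of cells with the highest doublet score it was 3.801 (interval 2.65 to 5.58), and both lay inside the main interval of 2.56 to 5.05. The Tcf7 ratio was 3.19 and the Lef1 ratio 3.63 without the mixed-sex cells, and 3.52 and 1.85 without the highest scores. A candidate explanation is that doublets of a distal progenitor-like and an airway-like cell sit in the airway-like class and bring in distal transcripts. The 6 distal markers would then be higher in deep airway-like cells. They were 3.72 times higher in the 312 airway-like cells above 14000 UMIs than in the 477 others (interval 3.52 to 3.92), against 1.10 times in distal progenitor-like cells (interval 1.08 to 1.12). Sftpc was at 635 CPM in the deep and 43.8 CPM in the shallow airway-like cells. Lef1 and Tcf7 together were at 5.15 and 1.503 CPM there, a ratio of 3.43 (interval 1.45 to 9.88). If so, the ratios of Lef1 and Tcf7 in the report may be too close to 1. Leaving out the mixed-sex cells moved the odds ratio and the Tcf7 ratio little, and moved the Lef1 ratio from 1.93 to 3.63. That removal cannot weigh against doublets, since doublets of cells of the same sex stay in. Airway-like cells that are both large and partly distal in state would give the same values, and that was not tested. Doublets would also hold the Tcf7l1 ratio too close to 1, so it should fall further below 1 without deep cells. The Tcf7l1 ratio went the other way, from 0.652 to 0.834, so doublets do not account for that part. The interval of 0.623 to 1.12 held both values.

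Of the barcodes, 29 were listed in both libraries (Poisson interval 19.4 to 41.6). Independent draws from the set of barcodes of this chemistry would share 25.9. The number gives no sign of reads assigned to the wrong library, as far as lists of barcodes can show.

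A shared state of higher Wnt response in some cells might place Axin2 UMIs in the cells with Lef1 or Tcf7 UMIs. At 5000 UMIs, 5 of 66 distal progenitor-like cells with a Lef1 or Tcf7 UMI had an Axin2 UMI (7.58%, interval 2.51% to 16.8%), and 52 of 1175 others did (4.43%, interval 3.32% to 5.76%). The ratio of 1.71 lay at percentile 88.9 among 1449 genes found in a like number of cells, whose central 95% reached 2.30. The presence and absence of such a state cannot be told apart at this depth, because the intervals overlap and rest on 5 cells.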
